A study of Mus musculus with 19 samples.

How the data were processed

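RNA was measured in 19 libraries of cultured mouse myoblasts, which are the muscle precursor cells that fuse into multinucleate myotubes. The libraries carried either a wild-type (WT) label or a Glud1-deficient label, written here as KO-labelled, and came from 3 stages of differentiation in culture. Per the labels' protocols, RNA was extracted with a Qiagen RNeasy micro kit and libraries were made with an Illumina TruSeq mRNA kit, which selects polyadenylated RNA. The labels name neither the quantification tool nor the genome build, and they give no sequencing batch or date. The names of the deposited files mark both groups as KO, with an added T for the KO-labelled libraries, which differs from the labels. The labels were followed. What the added T stands for is not stated, so it is not known whether both groups come from 1 line, without and with a treatment. The labels number the replicates as biological, without saying whether they are separate animals or cultures of the same cells.

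The authors deposited 1 file per library, with an estimated count and a TPM value (an abundance per transcript, scaled for length and depth) for each of 121843 Ensembl mouse transcripts, per the file headers. The headers have the layout that kallisto writes, in which a read matching several transcripts is shared between them, so estimated counts need not be whole. The TPM values deposited by the authors were not used in any test, because they keep no depth. Each header also gives a length and an effective length, and the effective length, which is the number of positions a fragment can start from, entered 1 alternative fit.

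Transcripts were assigned to genes with the GENCODE M21 annotation of mouse build GRCm38. This release was chosen because 121018 transcript identifiers matched it, 120744 of them with the same length. The 825 transcripts without a match held 0.255% to 0.507% of the counts of a library and were left out. The authors' own build remains unstated, so all coordinates given are those of GRCm38 in this annotation. Estimated counts were summed over the transcripts of each gene, which gave 35598 genes, and rounded to whole numbers. Genes of families with near-identical members can exchange estimated counts, and whether the counting used strand is not stated, so paralogs, overlapping genes and antisense genes are named as uncertain where they occur.

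Libraries held 16168131 to 30742634 estimated counts. Every pair of replicates differed by more than the sampling noise of its counts, with a chi-square per degree of freedom of 2.14 to 7.66, so no library was counted as a copy of another. Lower limits set by counts of 3 or fewer cover counting error alone, since reads amplified by PCR are not independent molecules.

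Counts were tested with edgeR 4.0.16 in R 4.3.3. All 19 libraries entered 1 fit with a coefficient for each of the 6 groups, because 1 group had only 2 libraries and the groups then share an estimate of the spread. Genes were filtered with filterByExpr on the groups, which left 15123 genes, and libraries were scaled by TMM (trimmed mean of M-values). Each comparison was a quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested, and a gene was called at an adjusted p under 0.05. There were 12 comparisons, namely KO-labelled against WT at each stage, 3 changes between stages within each genotype label, and 3 differences of the genotype effect between stages. CPM denotes counts scaled to a common library size after TMM scaling. In Glud1, the CPM values of each stage were also compared by an exact two-sided permutation test.

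Gene sets were tested with camera from limma 3.58.1, with a preset correlation between genes of 0.01, on 15 sets at 3 stages, with adjustment over the 45 tests. The effect of the genotype label at each stage was also correlated across genes with the changes between stages in the WT-labelled libraries. Pairs of comparisons that share libraries correlate by chance, so each of these 6 correlations was set against the 2.5 to 97.5 percentile range of 100 simulated data sets in which the KO-labelled libraries had the WT means. The groups, comparisons, gene sets, alternatives and the rule for naming genes were fixed before the data were examined.

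By that rule, the genes named for a stage were the 5 with the largest rise and the 5 with the largest fall among called genes with a proper symbol, a mean CPM of at least 1 in the higher group and no overlap between the groups. The same number in each direction was named among genes called the same way at all 3 stages, ranked by the smallest of the 3 changes. For each difference between stages, the 3 genes with the smallest adjusted p were named. A list of 9 muscle stage markers, and Glud1 itself, completed the set. Genes named outside it are described as chosen after their values were seen.

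The fit was tested on counts simulated at the real depths. The 200 changed genes were drawn from those with a mean CPM of at least 5. Recovery of changes in genes under that level was not tested. Of the 50 genes changed by 1.25-fold, it recovered 76% in myoblasts, 64% in differentiated myotubes and 70% in fused myotubes. At 1.5-fold, recovery was 92%, 94% and 100%. Among 14689 unchanged genes, 7, 5 and 13 were called.

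The alternatives were DESeq2 size factors within edgeR, library size without a composition factor, no filter on low counts, a mean CPM of at least 1, the replicate number as a block, the DESeq2 1.42.0 Wald test, fits on only the libraries compared, and each replicate left out in turn. Gene sets were also tested with fry and with camera at an estimated correlation, and correlations with Spearman's rho and on genes with a mean CPM of at least 10. An offset for effective length was added after the data were seen. Lists of markers for fibroblasts, macrophages, endothelial cells and adipocytes were fixed at the start, and a list of 100 estrogen-responsive genes was written from general knowledge after 2 such genes had been seen to change. Transcript shares of Glud1 and the figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.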

Results

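The data were 19 libraries of messenger RNA from primary mouse hind-limb myoblasts, grown as dividing cells, after differentiation, or after fusion. The labels give 24 h for myoblasts in growth medium, 48 h for differentiated myotubes and 72 h for fused myotubes. The WT label covered 3 libraries of myoblasts, 3 of differentiated myotubes and 4 of fused myotubes. The Glud1-deficient label covered 3, 2 and 4 libraries. Total estimated counts were 19984984 to 26169264 in WT and 26317419 to 30742634 in KO-labelled myoblasts. They were 21586966 to 29896572 in WT and 19875856 to 20878532 in KO-labelled differentiated myotubes, and 17055191 to 26665077 in WT and 16168131 to 25645787 in KO-labelled fused myotubes. Across the 15123 genes tested, the common biological coefficient of variation was 4.03%. The labels do not say whether replicates are separate animals or cultures of the same cells, so SDs, n and calls describe the spread between these libraries, and not a known spread between animals.

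Glud1 encodes a mitochondrial glutamate dehydrogenase, which converts glutamate to 2-oxoglutarate. The gene (ENSMUSG00000021794.16) lies on chromosome 14 from 34310727 to 34345265 on the plus strand of GRCm38, and its main transcript ENSMUST00000022322 has 13 exons. Its level was examined first, as a check of the genotype labels. In myoblasts, Glud1 was at 192, 191 and 184 CPM in WT replicates 1 to 3 and at 190, 185 and 186 CPM in the KO-labelled ones. In differentiated myotubes it was at 112, 102 and 104 CPM in WT and at 103 and 96.6 CPM in KO-labelled libraries. In fused myotubes it was at 133, 141, 136 and 131 CPM in WT and at 132, 131, 139 and 130 CPM in KO-labelled libraries.

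With TMM scaling and no correction for effective length, total Glud1 RNA did not separate the labels at any stage. The mean was 189 ± 4.17 CPM (SD, n = 3) in WT and 187 ± 2.69 (SD, n = 3) in KO-labelled myoblasts. The log2 fold change was -0.016 ± 0.039 (SE), with an adjusted p of 0.849 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exact two-sided permutation test gave p = 0.5, where 0.1 is the smallest possible with 3 against 3 libraries. In differentiated myotubes the means were 106 ± 5.23 (SD, n = 3) and 99.8 ± 4.49 CPM (SD, n = 2), and the log2 fold change was -0.087 ± 0.047 (SE, edgeR adjusted p 0.193). The exact permutation test gave p = 0.4, again with 0.1 as the smallest possible. In fused myotubes the means were 135 ± 4.49 (SD, n = 4) and 133 ± 3.82 CPM (SD, n = 4), the log2 fold change was -0.023 ± 0.036 (SE, edgeR adjusted p 0.748), and the exact permutation p was 0.457 with 0.0286 as the smallest possible. The alternative that moved these values most was an offset for effective transcript length, chosen after the data were seen. Under it the log2 fold change was -0.26 in myoblasts (edgeR adjusted p 0.000702, in a range over its alternatives up to 1), -0.31 in differentiated myotubes (0.000245, in a range up to 0.605) and -0.34 in fused myotubes (1.58e-05, in a range up to 0.977). Scaling by library size only also gave -0.14 in differentiated myotubes (edgeR adjusted p 0.0403), where the median of all genes moved by about as much, from -0.012 to -0.068.

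The files also give counts per transcript. The short transcript ENSMUST00000159784 (699 nt), which covers exons 6 to 10 of the main transcript, took a smaller share of the Glud1 counts in KO-labelled libraries. Its share was 11.5% ± 0.397 (SD, n = 3) in WT and 6.14% ± 0.257 (SD, n = 3) in KO-labelled myoblasts, 10.9% ± 2.58 (SD, n = 3) and 7.26% ± 0.112 (SD, n = 2) in differentiated myotubes, and 12% ± 0.886 (SD, n = 4) and 5.8% ± 0.792 (SD, n = 4) in fused myotubes. This transcript was singled out after its values were seen.

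Whether the amount of Glud1 RNA, summed over transcripts, told the labels apart thus depended on the correction for effective length. The main transcript, annotated as protein-coding, was not lower in KO-labelled myoblasts or fused myotubes. Its TPM was 85.4 to 89.9 in WT and 89.4 to 92.1 in KO-labelled myoblasts. In fused myotubes its TPM was 49.1 to 54.0 and 51.1 to 55.3. In differentiated myotubes it was 41.9 to 48.7 in WT and 37.9 to 41.8 in KO-labelled libraries. The 699 nt transcript is annotated as a processed transcript. Counts per exon were not analysed here. Directions given for a KO-labelled group rest on the labels. The names of the deposited files mark both groups as KO, with an added T for the KO-labelled libraries, so a difference between the groups can be one of treatment as well as of genotype.

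**Figure D1:**
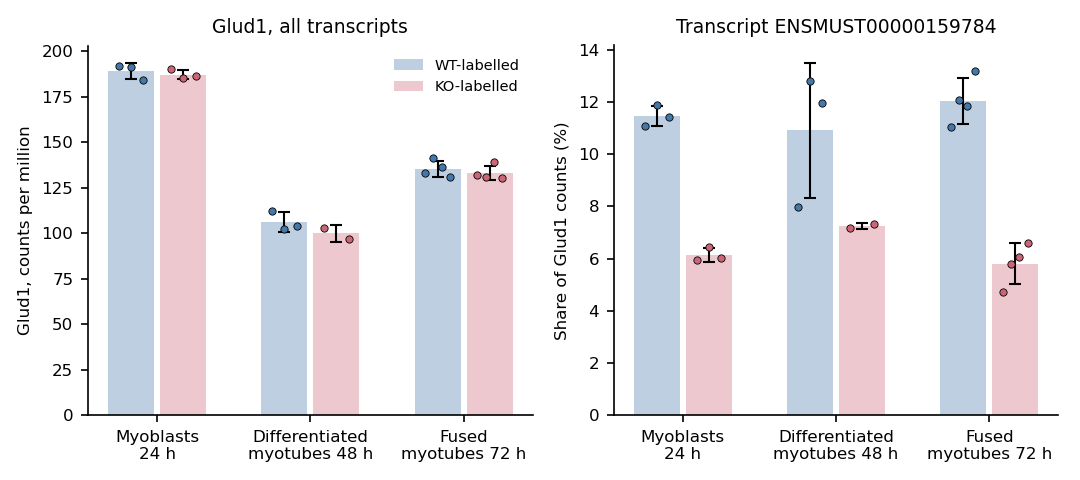
Glud1 CPM (left) and the share in percent of Glud1 counts in transcript ENSMUST00000159784 (right) at the 3 stages; each point is a library, bars are group means and error bars are SD. CPM overlaps between the labels at each stage, and the share is 11.5% in WT and 6.14% in KO-labelled myoblasts.

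The stages dominated the variation between libraries. The first principal component of log2 CPM held 77.7% of the variance and the next held 14.9%, and together they separated the stages. The third held 1.09%, and on it all WT libraries lay between 7.55 and 16.31 and all KO-labelled ones between -20.6 and -10.02. On the first component the KO-labelled differentiated myotubes lay at 61.78 and 61.19, between the WT differentiated myotubes at 33.89 to 37.53 and the WT fused myotubes at 89.33 to 90.57. On the next component they were not intermediate. There they lay at -82.62 and -80.69, the WT differentiated myotubes at -81.5 to -74.02 and the WT fused ones at 33.41 to 41.93. The first component also separated the labels in myoblasts (KO-labelled -165.54 to -162.71, WT -159.44 to -157.17). It did so in fused myotubes too, with KO-labelled libraries at 93.33 to 94.9.

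**Figure D2:**
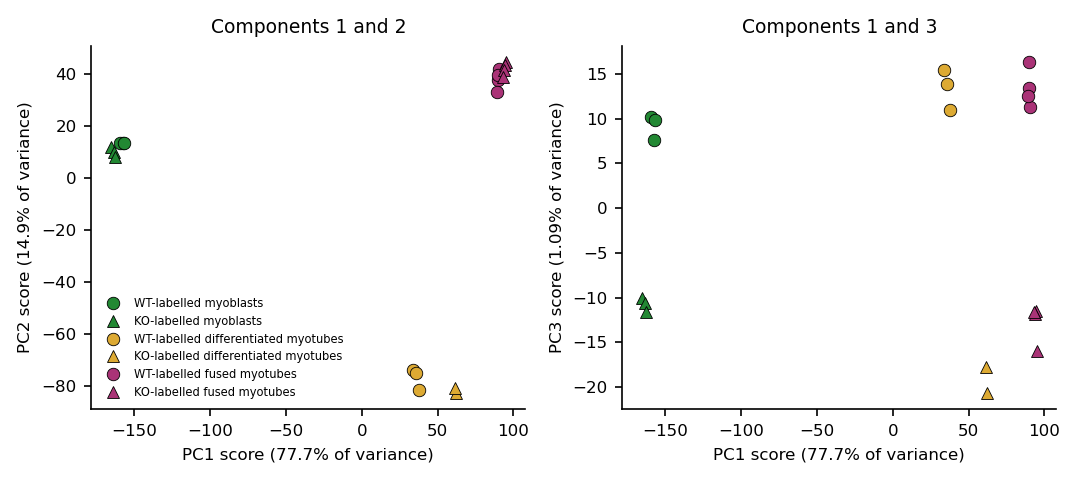
Principal components of log2 CPM over 15123 genes, with the first component on both horizontal axes, the next (left) and the third (right) on the vertical axes, a point for each library, colours for stages and markers for genotype labels. The first (77.7% of the variance) and the next (14.9%) separate the stages, and the third (1.09%) separates WT from KO-labelled libraries.

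The changes between stages give the course of differentiation against which the genotype label is read. In WT libraries, 12852 of 15123 genes differed between differentiated myotubes and myoblasts (6407 higher, 6445 lower), 11357 between fused and differentiated myotubes (5650 higher, 5707 lower) and 12936 between fused myotubes and myoblasts (6380 higher, 6556 lower). Of these, 6993, 3980 and 7631 changed at least 2-fold. The alternative that moved these counts most was a filter at a mean CPM of at least 1, which tested 12380 genes and called 10982, 9872 and 11162. Under library size only, the median of all genes moved to -0.23 for differentiated myotubes against myoblasts and to -0.33 for fused myotubes against myoblasts, so that changes between stages are relative to the scaling.

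The stage markers moved in both directions. From WT myoblasts to differentiated myotubes, the satellite cell factor Pax7 had a log2 fold change of -3.26 ± 0.076 (SE, edgeR adjusted p 3.78e-24) and the proliferation marker Mki67 one of -5.41 ± 0.083 (edgeR adjusted p 4.26e-28). Over the same interval Myog rose by 4.44 ± 0.075, the fusion genes Mymk and Mymx by 4.82 ± 0.067 and 4.70 ± 0.099, and the muscle genes Myh3 and Ckm by 6.19 ± 0.079 and 5.84 ± 0.11 on the log2 scale, each with an edgeR adjusted p of 4.48e-25 or lower. Myf5 fell by 0.40 ± 0.047. Myod1 rose by 0.24 ± 0.050 (edgeR adjusted p 9.85e-05), and under library size only it was at -0.014 (edgeR adjusted p 0.785, within a range of 8.95e-08 to 0.785 over its alternatives). From differentiated to fused myotubes, Ckm rose further by 1.73 ± 0.061 and Myf5 by 0.98 ± 0.044, while Myog changed by -1.49 ± 0.060, Myod1 by -1.45 ± 0.047, Mymx by -1.35 ± 0.066, Pax7 by -1.58 ± 0.12 and Mki67 by -5.00 ± 0.30. Mymk did not differ between these stages (0.001 ± 0.052, edgeR adjusted p 0.988). Myh3 differed by -0.21 ± 0.058 (edgeR adjusted p 0.00232), and without WT differentiated myotubes replicate 3 its adjusted p was 0.0587 in edgeR, within 3.08e-05 to 0.0587 over its alternatives.

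The KO-labelled libraries went through much the same course. They had 12664 genes differing between differentiated myotubes and myoblasts, 10617 between fused and differentiated myotubes and 13191 between fused myotubes and myoblasts. Across genes, which are not independent replicates, the changes in WT and KO-labelled libraries had a Pearson r of 0.951, 0.839 and 0.967. Genes called in both labels went the same way in 11943, 9283 and 12316 cases and opposite ways in 21, 130 and 31. Of the genes called between KO-labelled differentiated myotubes and myoblasts, 49.3% were higher in differentiated myotubes, and 38.8% with library size only.

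The main question of the design is which genes differ between the genotype labels at each stage. In myoblasts, 1746 genes differed (734 higher and 1012 lower in KO-labelled libraries), 133 of them at least 2-fold. In differentiated myotubes 3811 differed (1671 higher, 2140 lower), 447 at least 2-fold, and in fused myotubes 1972 differed (956 higher, 1016 lower), 112 at least 2-fold. The median absolute log2 fold change of called genes was 0.25, 0.33 and 0.23. The fit shares 1 estimate of the spread over groups whose replicates differed unequally, so the numbers of called genes are no strict comparison between stages. The effective-length offset, chosen after the data were seen, moved these counts most, to 586, 2143 and 821. In myoblasts the count also depended on single libraries, with 925 genes without WT replicate 3, 1067 without KO-labelled replicate 3 and 1144 without KO-labelled replicate 1. The share of called genes that were higher in KO-labelled myoblasts was 42%, against 29.3% with DESeq2 size factors, 27.5% with the DESeq2 test and 18.8% under the offset. In differentiated myotubes this share was 43.8%, against 27% with library size only. Removing the trend of each library with gene length and GC content raised the share instead. It then was 57.1% in myoblasts, 66% in differentiated myotubes and 55.7% in fused myotubes, where it had been 48.5%. The majority direction thus reversed at each stage, and the balance of directions cannot be relied on.

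The calls at different stages overlapped more than independent calls would. Myoblasts and differentiated myotubes shared 431 genes in the same direction and 331 in opposite directions, where independence gives 224 and 216. Differentiated and fused myotubes shared 713 in the same direction and 168 in opposite directions (249 and 248 if independent), and myoblasts and fused myotubes shared 263 and 166 (114 and 113). At all 3 stages, 31 genes were higher and 115 lower in KO-labelled libraries, where independence gives 5 and 10. Another 98 genes were called at all 3 stages with differing directions. Across all genes the effects at different stages were only weakly correlated. Pearson r was 0.095 between myoblasts and differentiated myotubes, 0.123 between differentiated and fused myotubes, and 0.055 between myoblasts and fused myotubes.

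Among genes lower at all 3 stages, Greb1, a gene known for its response to estrogen (ENSMUSG00000036523.16, chromosome 12, 16670615 to 16800886), fell from 37.5 ± 2.92 CPM (SD, n = 3) in WT to 4.03 ± 0.298 (SD, n = 3) in KO-labelled myoblasts. Its log2 fold change was -3.22 ± 0.094 in myoblasts (edgeR adjusted p 3.07e-19), -3.44 ± 0.23 in differentiated myotubes (edgeR adjusted p 1.15e-11) and -2.87 ± 0.19 in fused myotubes (edgeR adjusted p 1.16e-11). Under the effective-length offset the last was -0.99 with an edgeR adjusted p of 0.147, within 9.38e-53 to 0.147 over its alternatives. Pgr, which encodes the progesterone receptor (ENSMUSG00000031870.16, chromosome 9, 8899833 to 8968611), was at 3.71 ± 0.334 CPM (SD, n = 3) in WT myoblasts, and every KO-labelled library held at most 3 counts. It was at least 37.8-fold lower in KO-labelled myoblasts, 1.37-fold in differentiated myotubes and 4.67-fold in fused myotubes. The call in differentiated myotubes was lost in the DESeq2 test and without WT differentiated myotubes replicate 1 or 3, where the edgeR adjusted p was 0.0579 and 0.0599, within 0.0171 to 0.12 over its alternatives. Sost (ENSMUSG00000001494.6, chromosome 11, 101962458 to 101967015) had log2 fold changes of -2.28 ± 0.19, -3.40 ± 0.39 and -2.53 ± 0.26 at the 3 stages. Dbh (ENSMUSG00000000889.8, chromosome 2, 27165233 to 27183200) was at least 8.92-fold lower in myoblasts and had log2 fold changes of -3.23 ± 0.33 in differentiated and -4.17 ± 0.24 in fused myotubes.

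Gbp6 (ENSMUSG00000104713.4, chromosome 5, 105270702 to 105293698) encodes an interferon-inducible guanylate-binding protein. It was at 49.7 ± 2.14 CPM (SD, n = 3) in WT and 6.5 ± 1.14 (SD, n = 3) in KO-labelled myoblasts, 227 ± 2.82 (SD, n = 3) and 34.5 ± 4.64 (SD, n = 2) in differentiated myotubes, and 783 ± 22.9 (SD, n = 4) and 39 ± 1.75 (SD, n = 4) in fused myotubes. The log2 fold changes were -2.94 ± 0.079, -2.72 ± 0.072 and -4.32 ± 0.054, with edgeR adjusted p of 5.3e-20, 7.67e-20 and 3.26e-28. Gbp4, Gbp10 and Gbp11, named among the largest falls in fused myotubes, lie in the same cluster. Gbp4 had a log2 fold change of -4.14 ± 0.10 and Gbp10 one of -3.98 ± 0.10 in fused myotubes, and Gbp11 was at least 6.05-fold lower. These genes are paralogs whose estimated counts can be exchanged, and Gbp4 overlaps Gbp8 and Gbp9 in the annotation, so the level of each single member is uncertain. Gbp4, Gbp6, Gbp9, Gbp10 and Gbp11 stayed lower and called at each stage in every alternative tried. Beside the cluster, Lrrc8c (ENSMUSG00000054720.12, 105519388 to 105613018) had a log2 fold change of -1.04 ± 0.093 in myoblasts, was at least 8.76-fold lower in differentiated myotubes and had one of -1.55 ± 0.34 in fused myotubes (edgeR adjusted p 0.00285, and 0.0563 under the effective-length offset, within 0.000119 to 0.0563 over its alternatives).

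**Figure D3:**
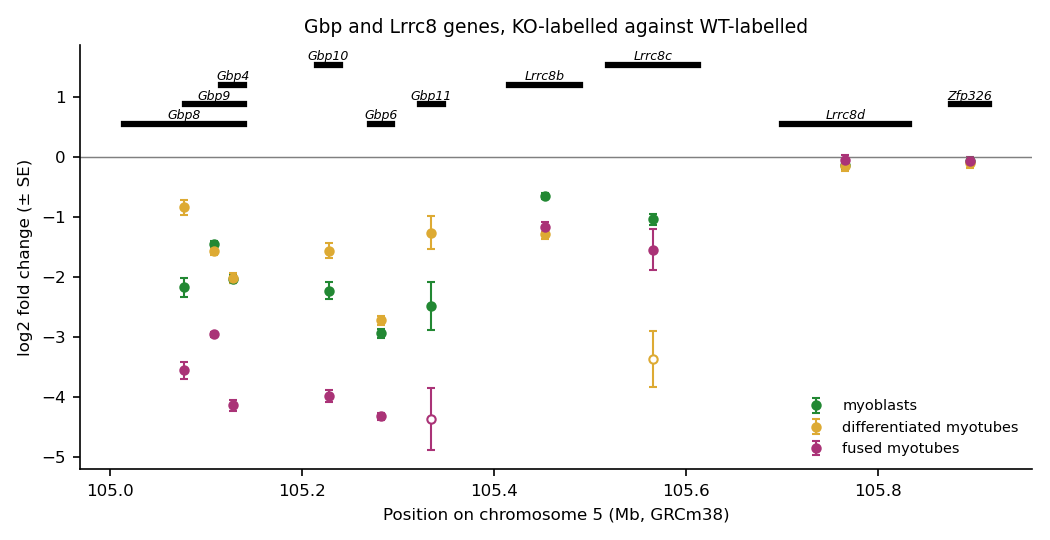
Log2 fold change (± SE, vertical axis) of KO-labelled against WT libraries for genes at the position given in Mb of chromosome 5 in GRCm38 (horizontal axis), with black bars for gene extents and colours for stages. Open points mark a KO-labelled group at or under 3 counts (Gbp11 in fused and Lrrc8c in differentiated myotubes), whose fitted values are no bound; the Gbp genes, Lrrc8b and Lrrc8c lie under 0 at each stage, and Lrrc8d lies at -0.14 to -0.06.

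The rises at all 3 stages were smaller. Sohlh2 went from 15.9 ± 0.745 (SD, n = 4) to 37.1 ± 1.08 CPM (SD, n = 4) in fused myotubes, a log2 fold change of 1.23 ± 0.066 (edgeR adjusted p 2.36e-13), and by 1.04 ± 0.093 in differentiated myotubes. In myoblasts it was at 0.143 CPM in WT and its call (edgeR adjusted p 0.0447) was lost in 8 of the 13 alternatives that gave a value, with adjusted p from 0.0144 to 0.319. Il1r1, which encodes an interleukin 1 receptor, rose by 0.33 ± 0.067, 0.56 ± 0.060 and 0.53 ± 0.062 at the 3 stages and kept its call in every alternative tried. Rangrf, Ifi204 and Hddc2 rose by 0.23 to 0.58 on the log2 scale, and the myoblast call of each was lost under the effective-length offset. Rangrf also lost its call in fused myotubes under the offset, and Hddc2 in differentiated myotubes when only the libraries compared were fitted. Ifi204 lost its myoblast call without WT replicate 3 or KO-labelled replicate 2, and its call in fused myotubes without KO-labelled replicate 3. Hddc2 lost its myoblast call without WT replicate 1 or KO-labelled replicate 1. Ifi204 belongs to a family of close paralogs.

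**Figure D4:**
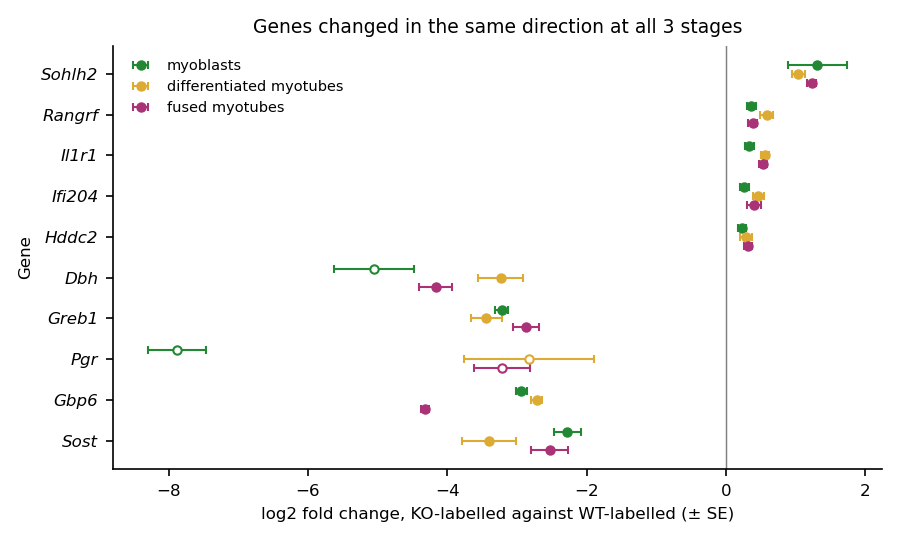
Log2 fold change (± SE, horizontal axis) of KO-labelled against WT libraries for the 10 genes named as called in the same direction at all 3 stages, with colours giving the stage. Open points mark a KO-labelled group at or under 3 counts (Pgr at all 3 stages and Dbh in myoblasts), whose fitted values are no bound; the other values for Greb1, Sost, Gbp6 and Dbh lie between -4.32 and -2.28.

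Other genes named for myoblasts included Tmem86a, at 18.1 ± 0.576 CPM (SD, n = 3) in WT and 1.59 ± 0.16 (SD, n = 3) in KO-labelled libraries (log2 fold change -3.51 ± 0.11, edgeR adjusted p 1.03e-18). Kprp and Cyp11b1 also fell there, by 4.47 ± 0.28 and 3.61 ± 0.43 on the log2 scale. The rises named for myoblasts were Cpa4 (1.42 ± 0.33), Myh4 (1.16 ± 0.23), Adam1a (0.94 ± 0.25), Prl2c3 (0.89 ± 0.071) and Usp43 (0.83 ± 0.18). Myh4, Adam1a and Prl2c3 have close paralogs, and Adam1a lost its call under the offset, without WT replicate 1 and without KO-labelled replicate 2. In differentiated myotubes, Col8a1 fell from 22.8 ± 3.49 (SD, n = 3) to 2.28 ± 0.482 CPM (SD, n = 2), a log2 fold change of -3.32 ± 0.15 (edgeR adjusted p 2.61e-15). The rises named there were Cyp4f39, Sycp2, Dnah7a, Pabpn1l and Asgr2, at 1.39 to 2.01 on the log2 scale, and Dnah7a, which has a close paralog, lost its call under the offset. In fused myotubes, Nfib rose from 2.64 ± 0.439 to 6.65 ± 0.507 CPM (SD, n = 4 each), a log2 fold change of 1.33 ± 0.12 (edgeR adjusted p 6.17e-09, and 0.0884 under the offset, within 9.91e-23 to 0.0884 over its alternatives). Sap30bpos, Zfp385c, Tvp23a and Flrt1 rose by 1.27 to 1.38, and Sap30bpos is annotated antisense to another gene, so its counts are uncertain without strand.

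The stage markers differed between the labels in a way that depended on the stage. In myoblasts, Myog (log2 fold change -0.63 ± 0.071, edgeR adjusted p 4.09e-07), Mymk (-0.45 ± 0.065), Myh3 (-0.92 ± 0.067) and Ckm (-0.81 ± 0.23) were lower in KO-labelled libraries, and the call for Ckm was lost without WT myoblasts replicate 3 or KO-labelled myoblasts replicate 1 or 3. In differentiated myotubes, Mki67 went from 4.65 CPM in WT to 0.792 in KO-labelled libraries (log2 fold change -2.55 ± 0.27, edgeR adjusted p 4.36e-08). Pax7 (-0.92 ± 0.14), Myod1 (-0.31 ± 0.056) and Myf5 (-0.19 ± 0.057) were lower there too, while Mymk (0.28 ± 0.061) and Mymx (0.67 ± 0.070) were higher. The call for Myf5 at that stage was lost without WT differentiated myotubes replicate 1. In fused myotubes, Myf5 alone among the 9 markers passed the threshold (-0.31 ± 0.040, edgeR adjusted p 3.18e-06). The effect differed between differentiated myotubes and myoblasts in a direct test for each of the 9 markers, from -2.66 ± 0.27 for Mki67 (edgeR adjusted p 4.79e-08) to 0.90 ± 0.096 for Myh3 (edgeR adjusted p 1.01e-07), with the weakest for Myf5 (-0.20 ± 0.072, edgeR adjusted p 0.0475). Between fused myotubes and myoblasts it differed for Myf5, Myog, Mymk and Myh3, and between fused and differentiated myotubes for Pax7, Myod1, Mymk and Mymx.

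Gene sets fixed in advance were called in 7 of 15 cases in myoblasts, 10 of 15 in differentiated myotubes and 3 of 15 in fused myotubes by camera. With an estimated correlation between genes these counts were 4, 3 and 1, which was the alternative that moved them most. In myoblasts, sarcomere and calcium handling genes were lower in KO-labelled libraries (median log2 fold change -0.47, 27 of 30 genes lower, adjusted p 2.41e-35 by camera). The set had 25 genes called lower and 2 higher, and the same counts adjusted over the list alone. Cell cycle genes were higher in 32 of 32 (median 0.14, camera adjusted p 1.16e-13), with 14 called and 24 adjusted over the list alone. Targets of the stress-response factor ATF4 were lower in 26 of 28 (median -0.19, camera adjusted p 3.11e-12), with 16 called and 22 adjusted over the list alone. Myogenic regulators, fusion genes and mitochondrially encoded genes were also lower and cholesterol synthesis genes higher. The number of sets in myoblasts was no larger than other groupings of the same 6 libraries gave, since 4 of 10 reached 7 sets. Groupings other than the real one had a median of 5 sets and at most 8.

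In differentiated myotubes, cell cycle genes were lower in 29 of 32 (median -0.88, camera adjusted p 2.13e-09), with 21 called lower and 2 higher, the same adjusted over the list alone. ATF4 targets were lower in 24 of 28 (median -0.39, camera adjusted p 1.33e-08), with 17 called lower and 19 adjusted over the list alone. Satellite cell and Notch genes were lower in 14 of 16, with a median of -0.43, or -0.25 with the 1 gene at or under the floor of 3 counts at its bound (camera adjusted p 0.00403). Glutamate and glutamine genes, the set nearest to the enzyme, were called lower with 11 genes in each direction (camera adjusted p 0.018), with 8 genes called lower and 2 higher, and 9 and 2 adjusted over the list alone. Myogenic regulators were called lower as well. Mitochondrially encoded genes were higher in 13 of 13 (median 0.48, camera adjusted p 6.77e-10), and nuclear genes of oxidative phosphorylation in 37 of 40 (median 0.14, camera adjusted p 5.23e-08). The sets for the sarcomere, the tricarboxylic acid cycle and glycolysis were called higher. In fused myotubes, myogenic regulators were called lower and both oxidative phosphorylation sets higher. The number of sets in fused myotubes was no larger than other groupings of the same 8 libraries gave, since 14 of 35 reached 3 sets.

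The calls that held under both fry and an estimated correlation were myogenic regulators, sarcomere, cell cycle and ATF4 targets in myoblasts, satellite cell and Notch, cell cycle and ATF4 targets in differentiated myotubes, and myogenic regulators in fused myotubes. Differences between stages were not tested for sets. The sets for the malate-aspartate shuttle, interferon-stimulated genes and p53 targets were not called at any stage by camera. In myoblasts, fry called p53 targets higher, and satellite cell and Notch genes lower, which camera did not call (fry adjusted p 0.0269 for each, and 0.575 for each with an estimated correlation).

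**Figure D5:**
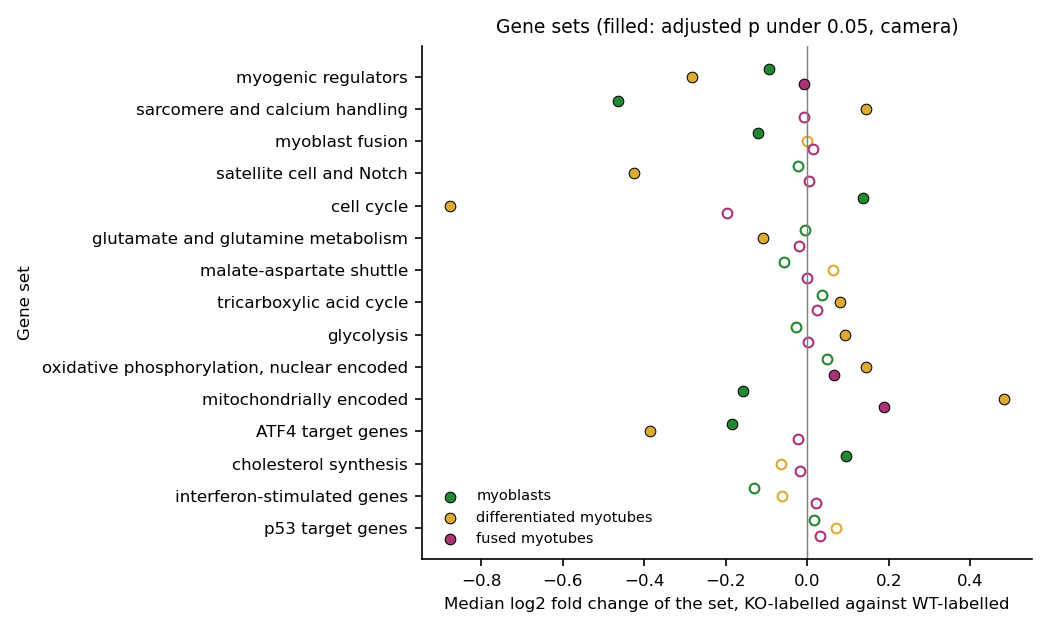
Median log2 fold change (horizontal axis) of KO-labelled against WT libraries for the 15 gene sets (vertical axis), with colours for stages and filled points for a camera adjusted p under 0.05. Medians are of fitted values; cell cycle genes lie at 0.14 in myoblasts and -0.88 in differentiated myotubes, and mitochondrially encoded genes at -0.16 and 0.48.

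Whether the genotype label moved genes along the course of WT differentiation was tested by correlation across 15123 genes, which are not independent replicates. The effect in differentiated myotubes had a Pearson r of 0.339 with the WT change from myoblasts to differentiated myotubes, where simulated data without an effect gave -0.066 to -0.015. With the WT change from differentiated to fused myotubes r was 0.202, against 0.05 to 0.114. The effect in myoblasts had r of 0.045 with the first change (under the simulated range, which began at 0.063) and -0.103 with the second (-0.024 to 0.029). The effect in fused myotubes had r of 0.047 (-0.022 to 0.026) and -0.027 (-0.15 to -0.085). All 6 lay outside their ranges, although most were small. Restricting to 8863 genes with a mean CPM of at least 10 moved 5 of the 6 most, and gave 0.574 and 0.384 in differentiated myotubes, -0.38 and -0.134 in myoblasts and 0.168 and 0.19 in fused myotubes. For the other one, the second in myoblasts, Spearman's rho was -0.136. Without KO-labelled myoblasts replicate 1, the value of 0.04 for myoblasts lay inside its simulated range.

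The difference of the genotype effect between stages was tested directly. It differed between differentiated myotubes and myoblasts in 2891 genes (1176 with a more positive effect in differentiated myotubes, 1715 with a more negative one), between fused myotubes and myoblasts in 1557 (869 and 688), and between fused and differentiated myotubes in 2238 (1251 and 987). The effective-length offset moved these counts most, to 1457, 665 and 978. The share with a more positive effect was 40.7%, 55.8% and 55.9%. DESeq2 size factors moved the first to 50.7% and the second to 65.9%, the DESeq2 test moved them to 52.4% and 65.9%, the offset moved the second to 66.8%, and library size only moved the first to 26.3% and the third to 75%. Flna, at 2180 and 2220 CPM in WT and KO-labelled myoblasts, was at 382 ± 24.7 (SD, n = 3) and 93.9 ± 6.45 CPM (SD, n = 2) in differentiated myotubes. Its effect was more negative there by -2.06 ± 0.088 on the log2 scale (edgeR adjusted p 1.24e-14). Col4a1 was at 151 ± 18.4 (SD, n = 3) and 53.3 ± 6.02 CPM (SD, n = 2) in differentiated myotubes and at 15.9 ± 0.425 and 21.5 ± 0.653 CPM (SD, n = 4 each) in fused myotubes, a difference of effects of 1.94 ± 0.11 (edgeR adjusted p 2.3e-12). Its rise in fused myotubes lost its call under the offset. Cgnl1 was at 32 ± 0.46 and 3.67 ± 0.728 CPM (SD, n = 3 each) in myoblasts and at 154 ± 5.16 and 73.1 ± 3.36 CPM (SD, n = 4 each) in fused myotubes, a difference of effects of 2.05 ± 0.10 (edgeR adjusted p 1.36e-13).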

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

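The tests of the depth of transcript ENSMUST00000161593 and of its read assignment were chosen only after the result was seen.

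In groups of 4 libraries, the highest or the lowest library was compared with the rest by Dixon's ratio of the gap to the whole range, for 94 groups of values. A library stood apart in 9 of them, where chance gives 4.7. In KO-labelled fused myotubes, mitochondrially encoded genes held 2.98% of the counts of replicate 1, against 3.48% to 3.51% in the others, and Flrt1 was at 2.13 CPM in the same replicate, against 1.66 to 1.73. Sost was at 0.945 CPM in replicate 2 (others 0.502 to 0.533), Glud1 at 139 CPM in replicate 3 (others 130 to 132) and Myh4 at 520 CPM in replicate 4 (others 489 to 493). In WT fused myotubes, replicate 3 had Pgr at 0.678 CPM (others 1 to 1.03) and Hddc2 at 16.5 CPM (others 14.6 to 14.7), and replicate 4 had Gbp4 at 45.7 CPM (others 36.2 to 37) and Gbp9 at 306 CPM (others 266 to 269). These cases fell on 6 libraries, and the number is not far from what chance gives. No biological explanation was tested for them. Without KO-labelled fused replicate 3, the Glud1 log2 fold change in fused myotubes was -0.045 and stayed uncalled (edgeR adjusted p 0.531, in a range of 1.58e-05 to 0.977 over its alternatives).

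The effect of the genotype label differed between stages. Between differentiated myotubes and myoblasts 2891 genes differed, with Flna (-2.06), Fstl1 (-2.61) and Iqsec3 (-1.24) in front, as differences of log2 effects. Between fused myotubes and myoblasts 1557 genes differed, with Gbp9 (-1.51), Cgnl1 (2.05) and Fmo1 (2.59) in front. Between fused and differentiated myotubes 2238 genes differed, with Gbp9 (-1.39), Col4a1 (1.94) and Gbp6 (-1.60) in front. Of the 41 other named genes, 26 also differed between stages, and some of these, such as Pgr and Prl2c3, rest on groups at or under 3 counts.

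A bias with gene length or GC content was tested by removing the trend of each library. The trend explained 2.38% or less of the variance of these differences. After removal, 2457, 1418 and 2059 of the genes stayed called in the same direction in these 3 comparisons, which argues against the bias as the whole cause. The balance of directions did move, since the share with a more positive effect went from 40.7% to 57.3% between differentiated myotubes and myoblasts, from 55.8% to 51% between fused myotubes and myoblasts, and from 55.9% to 33.9% between fused and differentiated myotubes. The majority direction thus reversed in the first and the last, and the balance of directions cannot be relied on. Of 100 drawn exchanges of the genotype labels within stages, the real one alone gave as many genes for fused myotubes against myoblasts (1777 on those libraries, highest other 437), so 1 of 100 reached it. Such exchanges also break any genotype effect common to both stages, so they cannot test the difference between stages by itself. Comparisons with differentiated myotubes were not tested this way, since the KO-labelled group had 2 libraries. A harvest at different points of the course at 1 stage stays open, as does a stage-specific effect of the genotype.

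Transcripts were not part of the comparisons of genes. The Glud1 transcript ENSMUST00000161593, which begins inside exon 7 of the main transcript, had a mean of 43.9 estimated counts (SD 21, n = 3) in KO-labelled myoblasts and was listed at 0 in each WT myoblast library. A count of 0 allowed a share of Glud1 counts of up to 0.0679%, and KO-labelled myoblasts had 0.377% to 1.18%, which argues against their deeper sequencing as the cause. Uncertain assignment of reads between overlapping transcripts cannot be told apart from a real transcript, because the other stages went both ways. WT libraries of these stages reached 18.4 estimated counts, while KO-labelled differentiated myotubes had a mean of 0.0118. In fused myotubes the mean was higher in KO-labelled libraries (19.7, SD 15.5, n = 4) than in WT (7.2, SD 8.93, n = 4), with overlap.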

How the results depend on the processing

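The effective-length offset was chosen only after the data were seen. Of 24 summary results, 11 were the same in each alternative tried. Of 120 results for named genes, 98 stayed past the threshold in each alternative, and 22 changed in at least 1, of which 8 changed under the effective-length offset alone. Changes for named genes were 42 losses of a call and 1 change of sign. Of the losses, 22 came on leaving out a replicate, 13 under the offset and 4 in the DESeq2 test. DESeq2 size factors, no filter and only the libraries compared gave 1 each. The change of sign was that of Myod1 with library size only, where it was no longer called.

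Under the offset, genes differing between the labels went from 1746 to 586 in myoblasts, from 3811 to 2143 in differentiated and from 1972 to 821 in fused myotubes, and differences between stages to 1457, 665 and 978. Glud1 went to -0.26, -0.31 and -0.34 (edgeR adjusted p 0.000702, 0.000245 and 1.58e-05, in ranges up to 1, 0.605 and 0.977 over the alternatives). For Glud1 the offset itself gives this shift, since a smaller share of the 699 nt transcript raises the mean effective length of the gene. For the counts of genes the cause was not tested.

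With library size only, Glud1 in differentiated myotubes was at -0.14 (edgeR adjusted p 0.0403, in a range of 0.000245 to 0.605), where the median of all genes moved to -0.068. Myod1 from WT myoblasts to differentiated myotubes went to -0.014 and lost its call (edgeR adjusted p 0.785, in a range of 8.95e-08 to 0.785). The median of all genes moved by about as much in that comparison, from 0.019 to -0.23. Fitted on only the libraries compared, 2625 genes differed in myoblasts, and the cause was not tested. The main fit shares 1 estimate of the spread, while replicates differed less in myoblasts than in differentiated myotubes. Their chi-square per degree of freedom was 2.23 to 3.93 in myoblasts and 4.79 to 7.66 in differentiated myotubes. With fry, 1 gene set was called in fused myotubes, and camera with an estimated correlation called 4, 3 and 1.

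With a replicate left out in turn, genes differing between the labels ranged from 925 to 1338 in myoblasts, 3287 to 3634 in differentiated and 1384 to 1957 in fused myotubes. The lowest in myoblasts came without WT replicate 3, with 1067 without KO-labelled replicate 3 and 1144 without KO-labelled replicate 1; these fits have fewer libraries. Differences between stages ranged from 2446 to 2730, 1052 to 1553 and 1956 to 2238. Glud1 ranged from -0.035 to -0.006 in myoblasts, -0.11 to -0.039 in differentiated and -0.045 to -0.003 in fused myotubes. The correlation of the effect in myoblasts with the WT change from myoblasts to differentiated myotubes ranged from -0.012 to 0.137, and 0.04 without KO-labelled replicate 1 lay inside its simulated range, for which the cause was not tested. The KO-labelled differentiated replicates were not left out, since 1 library would remain in that group. How far the calls in differentiated myotubes depend on either of these libraries was therefore not tested.

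With a replicate block, 1666, 3661 and 1858 genes differed between the labels. The numbers gave no clear sign of pairing. Across genes, residuals of libraries with the same number and stage had a median r of 0.039 over 9 pairs (-0.066 to 0.236). Libraries of the same stage with different labels and numbers had a median of -0.042 over 22 pairs (-0.277 to 0.246), a range that holds all 9.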

Other observations

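The tests of the Glud1 transcripts, estrogen-responsive genes, Esr1 and the chromosome 5 genes, the position on the WT course and the level of Col1a1 were chosen only after the result was seen.

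The share of Glud1 counts in transcript ENSMUST00000159784 separated the labels without overlap at each stage (exact two-sided permutation within stages, p = 0.000143 over 14000 permutations). Among 4836 comparable second transcripts, 2 separated this way (0.041%, where chance gives 0.0143%), Glud1 among them. The transcript was chosen after its share was seen, from the 5 transcripts of Glud1, and the permutation p times 5 is 0.000714, which argues against chance reassignment of reads between transcripts. A systematic difference between the groups in how reads were assigned was not tested and stays open. The transcript covers exons 6 to 10, so a loss of sequence there is a candidate explanation. It cannot be told apart from another change of transcript use, because there are no counts per exon, and the labels do not state which exon was targeted.

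Variants linked to Glud1 that differ between the cells would raise the share of called genes near it. Within 10 Mb, 14.6%, 25.2% and 9.71% of 103 genes were called at the 3 stages, against 11.5%, 25.2% and 13.1% elsewhere (one-sided Fisher's exact p 0.206, 0.534 and 0.879), which argues against linked variants as a main source. Removing the trend with gene length and GC content left 1489, 3162 and 1752 genes called in the same direction, which argues against such a bias as the whole cause, although the share called higher went from 42%, 43.8% and 48.5% to 57.1%, 66% and 55.7%, which reversed the majority direction at each stage.

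The list of fibroblast markers, 10 of 15 tested, had a median log2 fold change of -0.23 in myoblasts (random lists -0.25 to 0.23), -1.21 in differentiated myotubes (-0.43 to 0.25) and -0.55 in fused myotubes (-0.23 to 0.24, and -0.41 with genes at the floor at their bounds). In the later stages this lies outside the random range, as fewer fibroblasts would give. Col1a1, one of the most abundant transcripts of fibroblasts, reached at most 0.869, 1.04 and 0.959 CPM in any library, which argues against fibroblasts as the source. This criterion replaced the planned one after the medians were seen. Myoblasts express other members themselves, with Fn1 at 642 and Col3a1 at 282 CPM in WT myoblasts. Of the lists for macrophages, endothelial cells and adipocytes, 2, 2 and 1 genes were tested, and Egfl7 of the endothelial list was called higher in fused myotubes (edgeR adjusted p 0.0465).

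Greb1 and Pgr respond to estrogen, so lower estrogen receptor activity may underlie their fall. A list of other responsive genes, written from general knowledge with 87 of 100 tested, had a median log2 fold change of -0.091 in myoblasts (random lists -0.021 to 0.048), -0.10 in differentiated myotubes (-0.069 to 0.047, and a median of -0.087 with genes at the floor at their bounds) and -0.033 in fused myotubes (-0.040 to 0.029, inside). The myoblast median was -0.055 after removal of the length and GC trend (random -0.005 to 0.057) and -0.069 under the effective-length offset. In differentiated myotubes it was -0.016 after removal of the trend, where the random range had moved too (-0.007 to 0.10), and -0.089 under the offset (random -0.069 to 0.054), outside the range in both. In fused myotubes it was 0.006 (random -0.031 to 0.035) and -0.036 (random -0.042 to 0.035), inside in both. The shift is small. Esr1 had a log2 fold change of 0.15 in myoblasts (edgeR adjusted p 0.119), 0.11 in differentiated and 0.36 in fused myotubes, which argues against less Esr1 transcript. Whether cells were exposed to a receptor ligand is not stated in the labels, and the names of the deposited files mark both groups as KO with an added T for the KO-labelled ones, so a treatment and the genotype stay open.

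On chromosome 5, Gbp10, Gbp6, Gbp11, Lrrc8b and Lrrc8c (105215699 to 105613018) formed a run of 5 neighbours lower at all 3 stages. Genes outside the naming rule, such as Lrrc8b, Lrrc8d and Zfp326, were chosen after their values were seen. The longest run in 10000 random permutations of gene order was 4 (permutation p = 1e-04, the smallest they can give). These permutations treat the 3 Gbp genes of the run as independent, although their estimated counts can be exchanged. Lrrc8c lost its call in fused myotubes under the effective-length offset (edgeR adjusted p 0.0563, within 0.000119 to 0.0563 over its alternatives). Without it the run would be no longer than the longest random one. The run holds 2 genes outside the Gbp family, so reads shared between paralogs do not account for all of it. The median of interferon-stimulated genes was -0.13, -0.061 and 0.020 (0.051 with genes at the floor at their bounds), inside the random ranges at each stage. The list thus gave no general fall beyond that of random lists. In myoblasts and in differentiated myotubes 9 of 13 genes were lower, so a small general fall there stays open. In fused myotubes 8 of 13 were higher. Gbp6 kept at least 185 counts in KO-labelled libraries, but these can include reads of its paralogs. Lrrc8b, outside the Gbp family, kept at least 88 counts, which argues against a homozygous deletion of the whole run. The lowest KO-labelled counts were 0 for Gbp11 and 2 for Lrrc8c. For the Gbp genes alone, a deletion cannot be judged from counts that paralogs can exchange. A variant in the block that differs between the cells stays open as a candidate explanation, since the labels do not say whether WT and KO-labelled cells come from separate animals.

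In differentiated myotubes, 83.9% of the 3811 called genes (3198) went along the WT change from myoblasts to fused myotubes, against 62% of genes not called. This is consistent with a later position on the WT course, but a difference in the time of harvest cannot be separated from an effect of the genotype, and the KO-labelled group had 2 libraries. In myoblasts, 61.1% of the 1746 called genes (1067) went against the WT change from differentiated to fused myotubes, against 53.4% of genes not called. That difference was under the margin of 10 percentage points set for the test, but it points toward an earlier position, as do the lower sarcomere genes (27 of 30), the higher cell cycle genes (32 of 32) and the correlation of -0.38 with the WT change from myoblasts to differentiated myotubes at a mean CPM of at least 10 (simulated -0.012 to 0.064). An earlier position in myoblasts therefore stays open.

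Other splits of the libraries were fitted on the libraries compared. For myoblasts the real split alone gave as many genes (1 of 10), but 10 splits cannot give a share under 0.1. For fused myotubes it was 1 of 35 (1929 genes, highest other 3). In WT libraries it was 1 of 10 for differentiated myotubes against myoblasts, and 1 of 35 each for fused against differentiated myotubes and fused myotubes against myoblasts, as for the last in KO-labelled libraries. For gene sets, 4 of 10 splits gave as many in myoblasts and 14 of 35 in fused myotubes, so the number of sets is not beyond other groupings. In these fits the adjustment ran over the 15 sets of a stage.

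Xist was at a mean of 351, 626 and 51.6 CPM in WT and 399, 569 and 42 CPM in KO-labelled libraries of the 3 stages. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had at most 1, 2, 10 and 8 counts in any library.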
